A study of Homo sapiens with 6 samples.

How the data were processed

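RNA-seq libraries were made from the human Ewing sarcoma cell line A673, 48 h after transfection with siRNA against FLI1 (3 libraries) or scrambled siRNA (3 libraries). Per the labels' protocols, the libraries were made with a bulk form of MARS-seq, which reads the 3' ends of polyadenylated RNA and adds a molecular barcode to each molecule. Values were deposited as raw counts per gene over exons, with 1 RefSeq transcript for each gene, in 1 table for the whole series. The tools bcl2fastq, HISAT 0.1.5 and HOMER and the genome build hg38 are named per the submitters' processing notes, with no role or order. Whether molecular barcodes were collapsed, and whether counting used strand, is not given in the sources used here, so counts may include copies made by PCR, and overlapping or antisense genes may share reads. Per the file headers, each column also has a total, which exceeds the sum of its counts.

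The table had 27234 rows, of which 18819 had a count in at least 1 library and 0 named no gene. Each column name matched the title of 1 sample, and groups and replicate numbers were taken from the labels. The labels do not say that libraries came from separate cultures or days, so p-values measure the spread between these libraries, which may be technical. Counts of each pair of libraries within a group differed by more than sampling noise (chi-square per degree of freedom at least 6.78), so none was treated as 1 library deposited more than once, and this does not show that libraries came from separate cultures. Starts and ends are 1-based as the table gives them.

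Genes were kept by edgeR's filterByExpr with the group (minimum count 10, minimum total 15), which left 9420 genes, and libraries were scaled by trimmed mean of M values (TMM). Levels are TMM-scaled CPM computed from the deposited counts, with the SD over the 3 libraries of a group. Differences were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit with robust=TRUE and glmQLFTest, two-sided, group as the 1 term) and Benjamini-Hochberg adjustment over all tested genes, with a threshold of 0.05. Standard errors and 95% intervals of log2 fold changes were derived from the quasi-likelihood F statistic and its degrees of freedom. For genes with 0 siControl counts a lower bound was computed against 3 counts over the group, and for 1 to 3 counts the ratio of pooled counts with an exact interval. Intervals and floors from counts cover counting error only. For FLI1, EWSR1 and NR3C1 a two-sided exact permutation test of the 6 CPM values was added.

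The design, the alternatives, 30 gene lists from general knowledge and the rule for named genes were fixed before the data were examined. Of the lists, 25 were tested as groups with camera of limma 3.58.1 (preset inter-gene correlation 0.01, Benjamini-Hochberg over the 25), and 5, on mitochondrial genes and other cell types, were described by counts and levels. With the correlation estimated from the data, 10 of the 16 lists that passed still passed, and 16 did under each other scaling. Adjusted p rose with this option even where the estimate was below the preset. For splicing factors the estimate was −0.000713, and adjusted p rose from 0.0167 to 0.0731. A call lost with this option therefore does not by itself show that members were correlated. Beside camera, the fry test was run. It tests whether the genes of a list move on balance in 1 direction and does not compare them with other genes. Member counts are given over all tested genes and adjusted over the list alone. Named genes were FLI1, EWSR1 and NR3C1, and the 12 largest rises and 12 largest falls in log2 fold change past the threshold. The latter needed a mean of at least 10 CPM in the higher group and no overlap between the groups, without non-coding RNA symbols and ribosomal protein pseudogenes, and only 11 falls qualified. To these were added up to 4 members of each list with the smallest adjusted p, up to 3 members with the highest mean CPM of each list of other cell types, and up to 2 members in each direction of a list that went both ways. Not all genes that this rule selects are reported here.

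Alternatives were DESeq2 size factors in edgeR, total counts, upper quartile scaling, no low-count filter, a filter of 5 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, the replicate number as a block, leaving out each library, a threshold of 0.01, glmTreat against a 1.5-fold change, and an estimated correlation or fry for lists. A fit without siFLI1 replicate 3 and siControl replicate 1 and limma-voom with library weights were added after seeing the data. Fits were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed and 9105 tested. They recovered 6.38% of rises and 6.12% of falls of 2-fold, 80.9% of rises and 59.2% of falls of 4-fold, and 3.95% of the 76 calls were false.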

Results

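RNA was measured in A673 cells, an Ewing sarcoma line that carries the EWS-FLI1 fusion, in which part of the RNA-binding protein EWSR1 is joined to the DNA-binding part of the ETS transcription factor FLI1. Cells received siRNA against FLI1 (siFLI1, 3 libraries) or a scrambled siRNA (siControl, 3 libraries), and RNA was taken 48 h later. The title of the series concerns binding of the glucocorticoid receptor by ETS proteins, and the 1 comparison of the design asks which transcripts differ when FLI1 is targeted. Libraries covered the 3' ends of polyadenylated RNA. Counts assigned to genes came to 1893606, 1544522 and 417145 in siFLI1 replicates 1, 2 and 3, and to 1531735, 1790051 and 1248395 in siControl replicates 1, 2 and 3. In siFLI1 replicate 3 these counts were 10.1% of the total given in its column header, against 41.2% to 61.0% in the other 5 libraries. That library also stood apart on the first principal component, at 76.1 against values from −29.9 to 2.68, and siControl replicate 1 stood apart on the third, at −42.7 against values from −11.8 to 30.7.

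**Figure D1:**
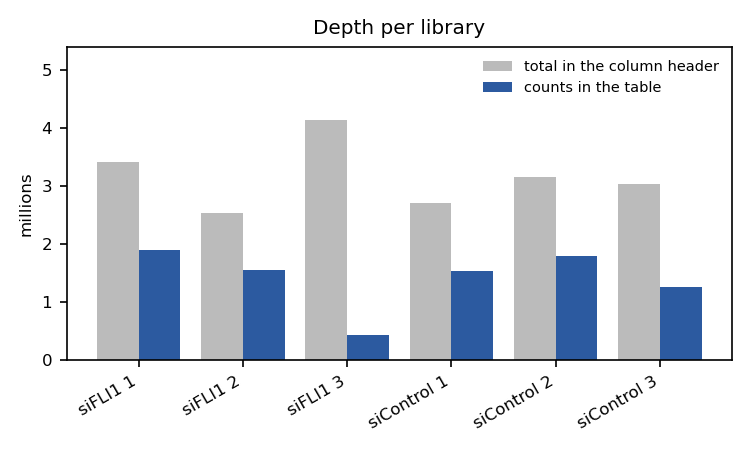
Depth of each of the 6 libraries, as the total in the column header (grey bars) and the sum of the counts in the table (blue bars). The header total of siFLI1 replicate 3 was the highest of the 6 and its sum of counts the lowest, at 417145.

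The knockdown target came first. FLI1 (row NM_001271012, chromosome 11, 128686535 to 128813267, plus strand, hg38) was at 19.0, 42.5 and 24.1 CPM in siFLI1 replicates 1, 2 and 3, from 34, 64 and 9 counts. It was at 63.0, 69.1 and 62.4 CPM in siControl replicates 1, 2 and 3, from 117, 118 and 73 counts. The siFLI1 mean of 28.5 ± 12.4 CPM (SD, n = 3) was 44.0% of the siControl mean of 64.8 ± 3.71 CPM, and each siFLI1 library lay below each siControl library. The log2 fold change was −1.16 ± 0.36 (SE; 95% interval −1.92 to −0.39). This interval is for FLI1 alone, without adjustment over genes, and lies wholly on the negative side. FLI1 did not pass the threshold over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.17). A two-sided exact permutation test of the 6 values gave p = 0.1, the smallest that 3 against 3 libraries can give. The row overlaps SENCR and LOC101929538 on the other strand. Reads from the 3' end of FLI1 come from the fusion transcript and from any unfused FLI1 alike, and the site targeted by the siRNA is not given in the sources used here. EWSR1 (chromosome 22, 29268009 to 29300525, plus strand), whose 3' reads come from the unfused gene, was at 134 ± 9.04 CPM in siFLI1 and 137 ± 26.7 CPM in siControl, with a log2 fold change of −0.04 ± 0.25 (SE; adjusted p = 0.973 in the same edgeR test). NR3C1 (chromosome 5, 143277931 to 143435512, minus strand), which encodes the glucocorticoid receptor, was at 30.5 ± 3.44 CPM in siFLI1 and 17.7 ± 3.66 CPM in siControl. Its log2 fold change of 0.81 ± 0.39 (SE; 95% interval −0.04 to 1.65) did not pass the threshold (edgeR adjusted p = 0.495, exact permutation p = 0.1).

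**Figure D2:**
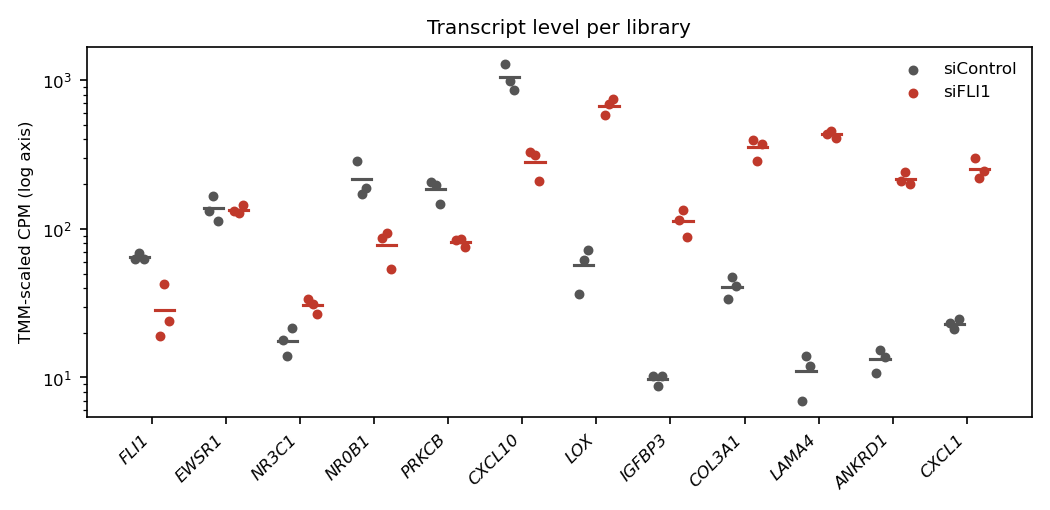
Level of 12 named genes in each library, in TMM-scaled CPM on a log axis, with siControl in grey and siFLI1 in red. Points are the 3 libraries of a group and bars their mean. FLI1 had a mean of 28.5 CPM in siFLI1 and 64.8 CPM in siControl, LOX 675 and 56.8 CPM, and CXCL10 284 and 1043 CPM.

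Targeting FLI1 went with higher transcripts of extracellular matrix and mesenchymal genes and of genes listed as repressed by EWS-FLI1, and with a small set of lower transcripts that included the EWS-FLI1 targets NR0B1 and PRKCB. Of 9420 genes tested, 137 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 126 higher and 11 lower in siFLI1. All 137 differed by more than 2-fold and had no overlap between the libraries of the groups, a property of 16.6% of the tested genes where chance gives 10%. At an unadjusted p below 0.05, 624 genes were higher and 389 lower, and this balance turned under scaling by total counts, to 442 higher and 526 lower. Each fit that left out 1 library called between 65 genes, without siControl replicate 2, and 126, without siFLI1 replicate 3, and the lower genes numbered from 1 to 7. A fit without the libraries that stood apart, siFLI1 replicate 3 and siControl replicate 1, chosen after the data were seen, called 161 genes higher and 32 lower.

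**Figure D3:**
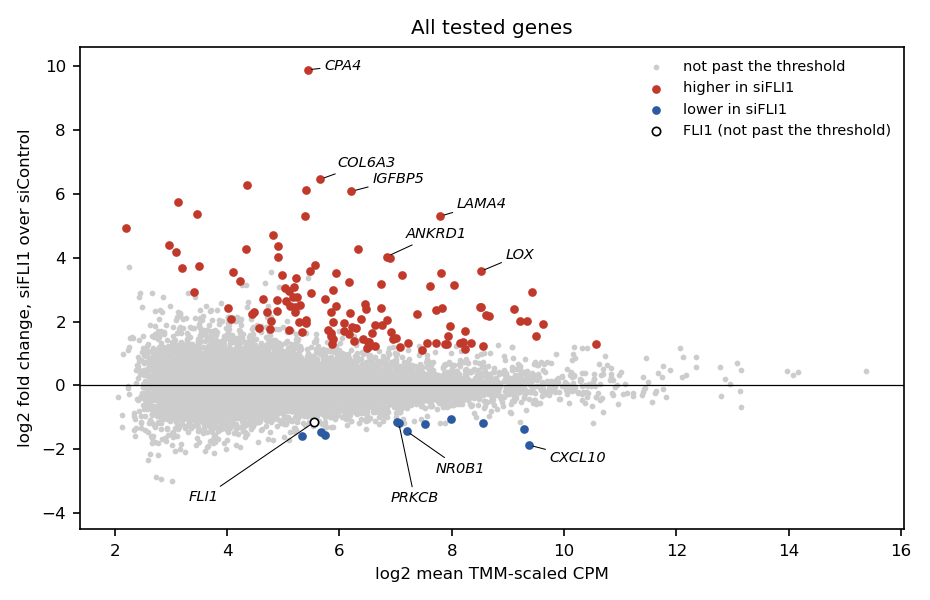
Log2 fold change of siFLI1 over siControl against log2 mean TMM-scaled CPM for the 9420 tested genes. Red points are the 126 genes higher and blue points the 11 genes lower in siFLI1, and the open circle is FLI1 at −1.16. The fold change drawn for CPA4 is a fitted value, since its siControl counts were 0.

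Among the 12 named genes with the largest rises, CPA4, a secreted carboxypeptidase (chromosome 7, 130293134 to 130324180), had 278 counts in siFLI1 and 0 in siControl, which makes it at least 120-fold higher against a floor of 3 counts over the siControl group. COL6A3, a collagen VI chain (chromosome 2, 237324012 to 237414207), was at 100.2 ± 1.42 CPM in siFLI1 (SD, n = 3) and 1.02 ± 0.53 CPM in siControl, a log2 fold change of 6.46 ± 0.45 (SE; edgeR adjusted p = 2.6e-06). IGFBP5, an insulin-like growth factor-binding protein (chromosome 2, 216672105 to 216695549), rose from 1.96 ± 0.98 to 147 ± 13.5 CPM, a log2 fold change of 6.08 ± 0.40. LAMA4, the laminin alpha-4 chain (chromosome 6, 112107931 to 112254715), rose from 11.01 ± 3.62 to 433 ± 24.1 CPM, a log2 fold change of 5.30 ± 0.33 with the smallest adjusted p of all genes (edgeR, 1.38e-06). The polo-like kinase PLK2 rose by a log2 fold change of 6.13 ± 0.63, the Wnt antagonist DKK1 by 5.31 ± 0.55, the growth factor TGFB2 by 4.72 ± 0.59 and the chemokine CXCL6 by 4.27 ± 0.39. Over the fits without 1 library, PLK2 ran from 5.51 to 7.82 and DKK1 from 4.76 to 6.07. In the same fits TGFB2 ran from 4.28 to 5.07 and CXCL6 from 3.95 to 4.90. The TGFB2 row overlaps the rows of TGFB2-OT1 on the same strand and TGFB2-AS1 on the other, so its reads could be shared with them. CDH13 likewise overlaps non-coding genes on both strands and LAMA4 one on the other strand. Of the genes with 1 to 3 counts in siControl, the EGF receptor ligand EPGN was 83.3-fold higher by pooled counts (95% counting interval 22.6 to 695), the matrix protein MGP 63.3-fold (10.8 to 2549), the cadherin CDH13 52.3-fold (14.01 to 439) and the water channel AQP1 25.8-fold (8.42 to 129). Of these 12, AQP1 lost its call in 5 of the 6 fits without 1 library (all but that without siFLI1 replicate 3, highest adjusted p = 0.155). MGP lost it without siFLI1 replicate 1, siControl replicate 2 or siControl replicate 3 (highest 0.0786), and CDH13 without siFLI1 replicate 1 (0.0745).

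The 11 falls were smaller. CXCL10, an interferon-induced chemokine (chromosome 4, 76021116 to 76023536), fell from 1043 ± 221 CPM in siControl to 284 ± 65.1 CPM in siFLI1 (SD, n = 3), a log2 fold change of −1.87 ± 0.30 (SE; edgeR adjusted p = 0.00316). NR0B1, an orphan nuclear receptor activated by EWS-FLI1 (chromosome X, 30304422 to 30309378), fell from 215 ± 61.6 to 77.8 ± 21.3 CPM, with −1.43 ± 0.30 (adjusted p = 0.025). PRKCB, a protein kinase C (chromosome 16, 23835979 to 24220611), fell from 184 ± 32.8 to 81.5 ± 5.64 CPM, with −1.17 ± 0.26 (adjusted p = 0.0369). The dynein light chain DNAL4 had a log2 fold change of −1.57 ± 0.36, the homeobox factor OTX2 −1.56 ± 0.35, KLHL23 −1.47 ± 0.32 and the tight junction protein CLDN1 −1.36 ± 0.29. UGT3A2 was at −1.20 ± 0.27, YPEL5 at −1.17 ± 0.25, the insulin receptor substrate IRS2 at −1.15 ± 0.25 and the chromatin protein HMGB1 at −1.04 ± 0.24, the last with an adjusted p of 0.0497. KLHL23 shares its place and strand with the read-through gene PHOSPHO2-KLHL23, and HMGB1 has near-identical pseudogene copies, so reads of both could be split or shared. CXCL10 was called in each of the 6 fits that left out 1 library, with a highest adjusted p of 0.0483 without siFLI1 replicate 2. CLDN1, YPEL5 and HMGB1 kept their calls only without siControl replicate 1, and the other 7 lost theirs in each such fit, with highest adjusted p from 0.104 for NR0B1, without siFLI1 replicate 1, to 0.222 for KLHL23, without siControl replicate 2.

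Genes listed from the literature as repressed by EWS-FLI1 rose as a group. Of 16 measured members, 10 were higher and 0 lower, with a median log2 fold change of 1.67, and 12 were higher and 1 lower adjusted over the list alone (edgeR). The group passed camera's test (adjusted p = 3.74e-32, and adjusted p = 0.00438 with an estimated correlation). Besides IGFBP5 and DKK1, the lysyl oxidase LOX, which crosslinks collagen, rose from 56.8 ± 18.2 to 675 ± 81.2 CPM (SD, n = 3), a log2 fold change of 3.57 ± 0.31 (SE; edgeR adjusted p = 1.87e-05). IGFBP3, a further growth factor-binding protein, rose from 9.76 ± 0.84 to 112 ± 23.0 CPM, with 3.54 ± 0.33. The 1 lower member, ABHD6, was at −0.83 ± 0.29 and is named after its value was seen. The list shares LOX, TNC, TIMP3 and FBN1 with the matrix list, and members that include THBS1, TGFBI and LTBP1 with the TGF-beta list. Genes listed as activated by EWS-FLI1 were lower as a group by camera (adjusted p = 1.81e-07), and this call was lost at adjusted p = 0.0607 with an estimated correlation. Of 45 measured members, 2 fell, NR0B1 and PRKCB, and 33 had a negative log2 fold change, with a median of −0.57. Adjusted over the list alone, 10 were lower and 1 higher (PDGFC, 1.17 ± 0.35, named after its value was seen). The transcription factor FEZF1 was at −1.25 ± 0.30 (edgeR adjusted p = 0.0614) and the lipase LIPI at −1.10 ± 0.27 (adjusted p = 0.0654). DESeq2 called 6 members lower and limma-voom 4, and 0 were called in any edgeR fit that left out 1 library. With no low-count filter edgeR called 7 lower and 1 higher of 50 measured. Without siFLI1 replicate 3 and siControl replicate 1 it called 4 lower and 0 higher of 43.

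Glucocorticoid receptor target genes did not pass as a group. Of 28 measured members, 1 rose, and 3 were higher and 0 lower adjusted over the list alone (edgeR). At an unadjusted p below 0.05, 4 were higher and 1 lower. The summed level of the list was lower in siFLI1, at 11643 against 12492 CPM. The glucocorticoid-induced gene TSC22D3, given under the other observations, was also lower and did not pass. The median log2 fold change was 0.21, against 0.09 without siFLI1 replicate 1, 0.07 without siFLI1 replicate 2 and 0.08 under total counts, and camera gave an adjusted p of 0.0963, with adjusted p = 0.178 with an estimated correlation. The member that rose was ERRFI1, a feedback inhibitor of the EGF receptor (chromosome 1, 8011719 to 8026333), from 175 ± 32.5 to 923 ± 175 CPM (SD, n = 3), a log2 fold change of 2.39 ± 0.29 (SE; adjusted p = 0.000288). The adhesion scaffold NEDD9 was at 1.39 ± 0.34 (adjusted p = 0.0614), the transcription factor CEBPD at 0.98 ± 0.27 (adjusted p = 0.117) and the kinase MAP3K6 at 1.47 ± 0.52 (adjusted p = 0.262). NEDD9 was called with no low-count filter (0.0429), CEBPD in edgeR without siFLI1 replicate 3 and siControl replicate 1 (0.0237), and both in limma-voom with library weights (0.0337 and 0.0329). The group passed without siControl replicate 1 (camera adjusted p = 0.0482) and reached 0.398 without siControl replicate 3. Of 25 measured genes of the receptor itself, its chaperones and cofactors, 0 passed in edgeR, DESeq2 or limma-voom, and 2 were lower and 0 higher at an unadjusted p below 0.05, AHSA1 and HSP90AA1. AHSA1, a cochaperone, was at −1.07 ± 0.40 (adjusted p = 0.302), and the chaperone HSP90AA1 at −0.65 ± 0.30 (adjusted p = 0.463). That list's median of 0.06 differed in sign from its mean and from camera's direction (adjusted p = 0.508), and it turned to −0.11 under scaling by total counts, −0.05 without siFLI1 replicate 3 and −0.07 without siControl replicate 2. Of 13 measured ETS family genes, 0 passed in edgeR, DESeq2 or limma-voom, with 1 higher and 2 lower at an unadjusted p below 0.05 (camera adjusted p = 0.391). Besides FLI1, ETS2 was at −0.94 ± 0.37 and GABPA at 1.05 ± 0.45 on the log2 scale.

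Matrix and mesenchymal groups rose. Of 32 measured extracellular matrix and collagen genes, 13 were higher and 0 lower, and 24 were higher adjusted over the list alone (edgeR), with a median log2 fold change of 1.34 (camera adjusted p = 2.07e-42, and adjusted p = 0.00438 with an estimated correlation). COL3A1, the collagen III chain, rose from 40.8 ± 6.76 to 353 ± 58.3 CPM (SD, n = 3), a log2 fold change of 3.11 ± 0.28 (SE; edgeR adjusted p = 1.97e-05). The count of matrix genes called higher was 13 without siFLI1 replicate 3, 8 without siFLI1 replicate 2 and 7 without siControl replicate 3. Of 19 measured mesenchymal stem cell surface and osteogenic genes, 7 were higher and 0 lower, and 15 were higher and 1 lower adjusted over the list alone, with a median of 1.29 (camera adjusted p = 1.01e-21, and 0.00438 with an estimated correlation). The hyaluronan receptor CD44 rose from 148 ± 15.98 to 665 ± 159.6 CPM, with 2.16 ± 0.28, and the ectonucleotidase NT5E from 235 ± 45.4 to 950.4 ± 128 CPM, with 2.02 ± 0.28. The calcium-binding protein S100A4 rose by 2.90 ± 0.37 on the log2 scale and S100A10 rose from 258 ± 27.2 to 1037 ± 205 CPM, and the 1 lower member, NGFR at −1.69 ± 0.74, is named after its value was seen. That count of 7 called genes was 4 without siFLI1 replicate 2 or siControl replicate 2. Of 10 measured markers of fibroblasts and pericytes, COL3A1, ACTA2, S100A4 and COL1A1 were higher and 0 lower, and 6 were higher adjusted over the list alone. COL3A1 and COL1A1 are also in the matrix list, S100A4 in the mesenchymal list and ACTA2 in the actin list. These calls are therefore not independent of those lists. COL1A1 rose from 184 ± 8.57 to 465 ± 68.9 CPM, with 1.34 ± 0.25, a call lost without siFLI1 replicate 1, siFLI1 replicate 2, siControl replicate 2 or siControl replicate 3 (highest adjusted p = 0.105), and THY1 was at −0.30 ± 0.32 (adjusted p = 0.82).

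Contractile, YAP/TEAD and TGF-beta groups rose as well. Of 38 measured actin cytoskeleton and focal adhesion genes, 4 were higher and 0 lower, and 10 were higher adjusted over the list alone (edgeR), with a median log2 fold change of 0.38 (camera adjusted p = 2.78e-07, and 0.0496 with an estimated correlation). Smooth muscle actin ACTA2 was higher by 2.44 ± 0.26 (SE), tropomyosin TPM1 by 2.27 ± 0.30, transgelin TAGLN by 1.81 ± 0.32 and caldesmon CALD1 by 1.10 ± 0.25. Among 26 measured YAP/TEAD target genes, 7 were higher and 0 lower, and 11 were higher and 1 lower adjusted over the list alone (median 0.77, camera adjusted p = 2.52e-17, and 0.021 with an estimated correlation). ANKRD1, an ankyrin repeat protein, rose from 13.2 ± 2.26 to 217 ± 20.3 CPM (SD, n = 3), with 4.04 ± 0.30 (edgeR adjusted p = 3.79e-06), and the 1 lower member, ASAP1 at −0.80 ± 0.26, is named after its value was seen. That count of 7 was 4 without siControl replicate 2 or siControl replicate 3. Of 18 measured TGF-beta target genes, 4 were higher and 0 lower, and 4 were higher adjusted over the list alone (median 0.75, camera adjusted p = 1.1e-06, and 0.0437 with an estimated correlation). TGFBI, a matrix adhesion protein, rose from 112 ± 29.2 to 614 ± 58.1 CPM, with 2.46 ± 0.28, and among the others CTGF rose by 1.30 ± 0.25 and ID1 by 1.24 ± 0.27. CALD1 lost its call in all fits without 1 library but that without siControl replicate 1 (highest adjusted p = 0.232), and CTGF and ID1 in all but that without siFLI1 replicate 3 (0.141 and 0.185). TAGLN lost it without siFLI1 replicate 1 or siControl replicate 2 (0.0832). The 4 higher TGF-beta target genes were 1 without siFLI1 replicate 2 or siControl replicate 2, and 2 without siFLI1 replicate 1, siControl replicate 1 or siControl replicate 3.

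Growth factor and inflammatory genes moved in part. Of 16 measured genes of insulin-like growth factor and growth factor receptor signalling, IGFBP5 and IGFBP3 rose and IRS2 fell, and 6 were higher and 1 lower adjusted over the list alone (edgeR), with a median log2 fold change of 0.79 (camera adjusted p = 7.62e-08, and 0.0437 with an estimated correlation). That median was 0.49 without siControl replicate 3 and 0.48 with no low-count filter. The receptor tyrosine kinase AXL was at 1.95 ± 0.53 (SE; edgeR adjusted p = 0.105). NF-kB target genes were higher as a group by camera (adjusted p = 2.87e-05), a call lost at adjusted p = 0.0731 with an estimated correlation. Of the 24 measured, 3 were higher and 0 lower, and 6 were higher adjusted over the list alone, with a median of 0.37. The chemokine CXCL1 rose from 23.0 ± 1.86 to 254 ± 39.8 CPM (SD, n = 3), with 3.47 ± 0.28, the interleukin IL6 by 2.66 ± 0.51 and the adhesion molecule VCAM1 by 1.96 ± 0.34. IL6 and VCAM1 lost their calls without siFLI1 replicate 2, siControl replicate 2 or siControl replicate 3 (highest adjusted p = 0.132 and 0.0689). Their log2 fold changes ran from 2.33 to 3.49 and from 1.75 to 2.36 over the fits without 1 library. Interferon response genes fell as a group (camera adjusted p = 0.000171, and 0.0326 with an estimated correlation). CXCL10 was the 1 called of 49 measured, 2 were lower and 0 higher adjusted over the list alone, 39 had a negative log2 fold change, and the median was −0.20. That median was −0.36 without siControl replicate 1, −0.31 without siFLI1 replicate 2 and −0.34 under total counts. The kinase EIF2AK2 was at −1.22 ± 0.32 (adjusted p = 0.084), and was called with no low-count filter (0.0353) and in limma-voom with library weights (0.0409). Without siFLI1 replicate 3 and siControl replicate 1, OAS1 and OAS3 were called lower beside CXCL10 (0.0355 and 0.0348, named after their values were seen). Hypoxia and glycolysis genes were higher as a group by camera (adjusted p = 0.00322), a call lost at adjusted p = 0.333 with an estimated correlation and at 0.0535 without siFLI1 replicate 1. Of the 31 measured, the vasodilator peptide gene ADM rose by 3.13 ± 0.29 and the collagen prolyl hydroxylase P4HA2 by 2.35 ± 0.32, 0 were lower, and 3 were higher adjusted over the list alone. The median of that list was 0.08, it was higher in each fit without 1 library, up to 0.37 without siControl replicate 1 and 0.22 without siControl replicate 3, and it was −0.01 under scaling by total counts, which moved the median of all genes to −0.12.

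Cell cycle genes were lower as groups, while 0 members passed over all genes with the low-count filter and all 6 libraries at equal weight. Of 49 measured G1/S and DNA replication genes, 42 had a negative log2 fold change, with a median of −0.43 (camera adjusted p = 1.2e-06, and 0.021 with an estimated correlation). In edgeR with that filter, DESeq2 and limma-voom 0 of them were called, 7 were lower and 0 higher at an unadjusted p below 0.05, and 2 were lower adjusted over the list alone. These were RFC5, a subunit of the clamp loader, at −1.46 ± 0.35 (SE; edgeR adjusted p = 0.0623), and MCM4, a subunit of the replicative helicase, at −1.06 ± 0.27 (adjusted p = 0.0763). The cyclin CCND1 was at 2042 ± 769 CPM in siControl and 894 ± 448 CPM in siFLI1 (SD, n = 3), with −1.18 ± 0.42 (adjusted p = 0.275). With no low-count filter edgeR called CCND1, RFC5 and MCM4 lower (adjusted p = 0.0236, 0.0177 and 0.0458). Their log2 fold changes hardly moved there, at −1.22, −1.5 and −1.1, so these calls rest on the choice of filter. CCND1 was also called in edgeR without siFLI1 replicate 3 and siControl replicate 1 (0.0062), and RFC5 in limma-voom with library weights (0.0397). Among 46 measured G2/M and mitosis genes, 41 had a negative log2 fold change, with a median of −0.43 (camera adjusted p = 1.81e-07, and 0.0326 with an estimated correlation). In the same 3 fits and in each other fit 0 were called, 9 were lower and 0 higher at an unadjusted p below 0.05, and 0 passed adjusted over the list alone. The mitotic genes CDCA3, BUB1B and PLK1 were at −1.46 ± 0.46, −1.14 ± 0.38 and −1.10 ± 0.37.

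Cytosolic ribosomal protein genes were lower as a group by camera (75 measured, 0 called in edgeR, median −0.20, adjusted p = 0.00333), and so were ribosome biogenesis and MYC target genes (32 measured, 0 called, median −0.33, adjusted p = 7e-04) and splicing factors (44 measured, 0 called, median −0.18, adjusted p = 0.0167). All of these calls were lost, at adjusted p = 0.54, adjusted p = 0.127 and adjusted p = 0.0731 with an estimated correlation, and 0 members passed adjusted over each list alone. At an unadjusted p below 0.05, 4 ribosomal protein, 5 ribosome biogenesis and 1 splicing factor genes were lower and 0, 1 and 0 higher, and DESeq2 called 1 ribosomal protein gene lower where limma-voom called 0 in each list. Without siControl replicate 3 the ribosomal protein and splicing factor groups did not pass (camera adjusted p = 0.172 and 0.0513). The ribosomal protein median was −0.09 there and −0.37 without siControl replicate 1, and the ribosome biogenesis median −0.54 without siFLI1 replicate 1. RPLP0 was at −0.75 ± 0.25 (SE), HSPD1 at −0.62 ± 0.25 and HNRNPA1 at −0.68 ± 0.24 on the log2 scale. Summed levels went the other way for the ribosomal protein list, at 97366 CPM in siFLI1 and 90895 CPM in siControl. They did so for the ribosome biogenesis list too, at 26322 and 22221 CPM. The splicing factor sum was lower in siFLI1, at 9924 against 10672 CPM. Such sums weigh the most abundant genes most. RPL8 alone held 6.94% of the counts of siFLI1 replicate 3, against 3.11% to 4.41% in the other 5 libraries. Of the 75 ribosomal protein genes, 64 had a negative log2 fold change. The higher ribosomal protein sum therefore does not describe most members, and the sum without RPL8 was not tested.

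The remaining groups did not pass with the low-count filter. For the 21 measured immediate early and MAPK feedback genes (camera adjusted p = 0.621), PHLDA1, a pleckstrin homology-like protein, was the 1 member higher, over all genes and adjusted over the list alone, with a log2 fold change of 2.25 ± 0.27 (SE; edgeR adjusted p = 0.000288). With no low-count filter EGR2 and CCND1 of that list were called lower (0.0377 and 0.0236, EGR2 named after its value was seen), and CCND1 also without siFLI1 replicate 3 and siControl replicate 1 (0.0062). For the 19 measured neural and neuroendocrine genes (camera adjusted p = 0.776), the adhesion molecule L1CAM was the 1 member higher, at 1.94 ± 0.34, a call lost without siFLI1 replicate 1, siControl replicate 2 or siControl replicate 3 (highest adjusted p = 0.0757). Adjusted over the list alone, L1CAM was higher and SOX2, SYT1 and ISL1 lower, and SOX2 was called over all genes with no low-count filter (0.0122). The median of 0.15 differed in sign from the mean of −0.01 and from camera's direction. It was 0.04 without siControl replicate 3 and 0.01 under total counts, and turned to −0.04 without siFLI1 replicate 3 and siControl replicate 1. The p53 and apoptosis (19 measured, camera adjusted p = 0.508), unfolded protein and integrated stress response (29 measured, 0.17), cholesterol biosynthesis (27 measured, 0.678) and nuclear-encoded oxidative phosphorylation genes (52 measured, 0.621) had 0 called members in edgeR, DESeq2 or limma-voom with all libraries at equal weight. DDIT4 of the stress response list was called higher in edgeR without siFLI1 replicate 3 and siControl replicate 1 (adjusted p = 0.0291), and INSIG1 of the cholesterol list in limma-voom with library weights (0.0485). At an unadjusted p below 0.05 these 4 lists had 1, 2, 2 and 0 members higher and 2, 3, 0 and 1 lower, and adjusted over each list alone they had 0. With no low-count filter the stress response group passed as lower (camera adjusted p = 0.019), with 0 called members. PSAT1 at −0.85 ± 0.27, INSIG1 at 0.89 ± 0.24 and NDUFS3 at −0.61 ± 0.26 had the smallest adjusted p of the stress response, cholesterol and oxidative phosphorylation lists. Among markers of cell types besides fibroblasts and pericytes, the keratins KRT18 and KRT8, macrophage marker CD68 and endothelial marker EGFL7 passed the low-count filter. Of these, 0 passed in edgeR, DESeq2 or limma-voom, at an unadjusted p below 0.05 or adjusted over each list alone. KRT18 was at 0.28 ± 0.24, KRT8 at 0.15 ± 0.45, CD68 at 0.40 ± 0.32 and EGFL7 at −0.29 ± 0.48. Below the filter, 10 further epithelial markers had 93 counts in siFLI1 and 45 in siControl. The 11 haematopoietic markers had 33 and 20, with 22 of the 33 in siFLI1 replicate 3. The 10 endothelial markers had 72 and 81, with 44 of the 81 in siControl replicate 1. The direction of the haematopoietic sums thus rested on 1 library. All these sums are raw counts, not scaled for depth, and siFLI1 replicate 3 had the lowest count total. The endothelial sums therefore do not show a lower level in siFLI1. With no filter the medians of the epithelial, haematopoietic and endothelial lists were 2.05, 0.33 and −0.22 on the log2 scale. These are fitted values from few counts, and 0 members were called in edgeR. At an unadjusted p below 0.05, TP63, CLDN4, PTPRC and HBB were then higher and 0 lower, named after their values were seen. Mitochondrially encoded genes had 0 rows in the table.

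**Figure D4:**
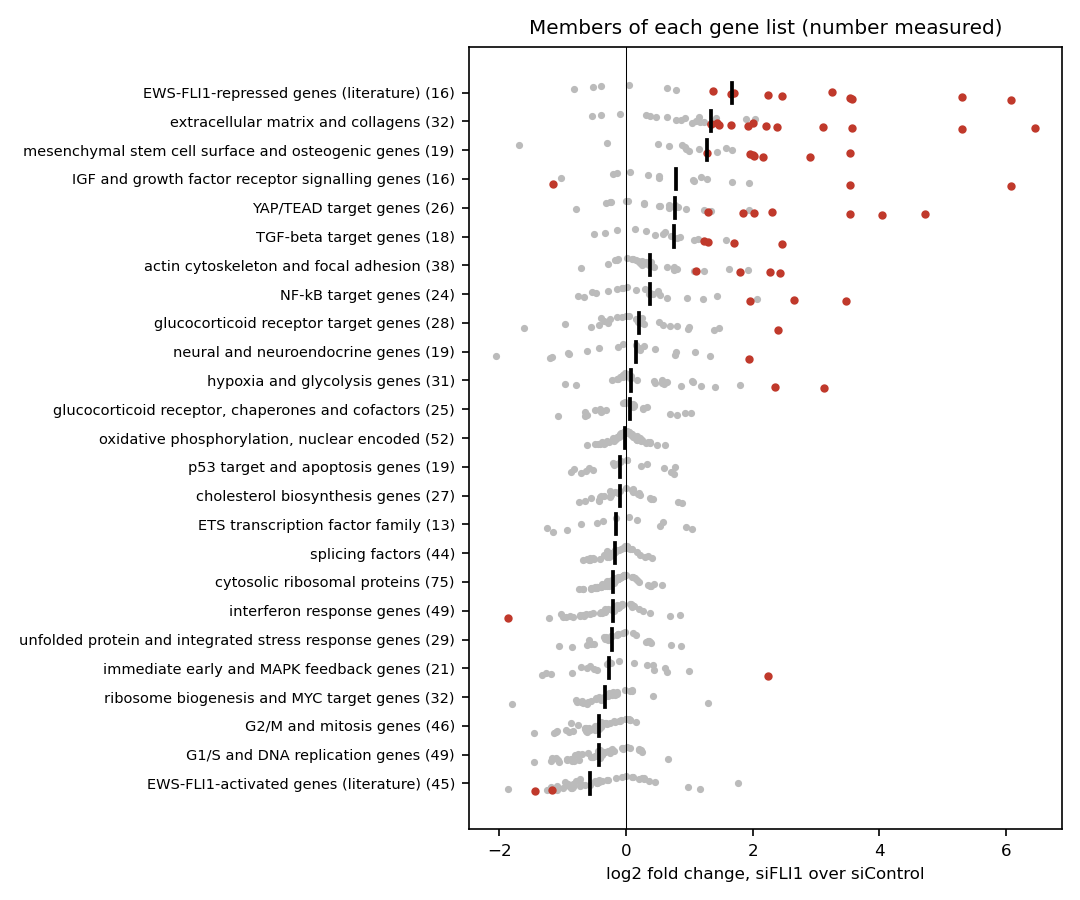
Log2 fold change of siFLI1 over siControl for the measured members of the 25 gene lists tested as groups, with the number measured in brackets. Points are genes, red where they passed the threshold over all genes and grey where they did not, and black bars are list medians, from 1.67 for EWS-FLI1-repressed to −0.57 for EWS-FLI1-activated genes.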

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

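The fit without siFLI1 replicate 3 and siControl replicate 1 and the fit with library weights were chosen only after the results were seen. All 137 genes called kept their sign under each alternative run, and the alternatives moved how many passed. Of 137 genes called (126 higher, 11 lower), no low-count filter gave 368 (306 higher, 62 lower), a threshold of 0.01 gave 72 (71 and 1) and glmTreat 82 (81 and 1), the last 2 by construction. The cause of the rise to 368 was not tested, so calls made only with no low-count filter add no independent evidence. Lower genes numbered 17 under total counts, 25 in DESeq2 and 31 with library weights, and without siFLI1 replicate 3 and siControl replicate 1 the fit called 193 (161 higher, 32 lower), and the cause was not tested. Leaving out each library gave 65 to 126 called, 64 to 121 higher and 1 to 7 lower, with fewer samples in each fit. Of 48 named genes called, 26 kept their call in each of these fits. Other scalings shared 108 to 133 of the 137 calls, and 92.0% of calls were higher against 85.2% under total counts. The replicate numbers did not pair the samples, since deviations of libraries with the same number correlated at −0.03, −0.01 and −0.05, and not every library correlated best with its own number. The replicate block gave 101 called, 99 higher and 2 lower. FLI1 kept its direction and did not pass over all genes in any alternative (log2 fold change −0.88 to −1.64 without 1 library each, adjusted p from 0.0666 to 0.479 over all alternatives). EWS-FLI1-repressed genes passed in each alternative in which lists were tested as groups. EWS-FLI1-activated genes passed in each of these but camera with an estimated correlation (adjusted p = 0.0607), and the cause was not tested. Glucocorticoid receptor targets passed with fry (0.0139), without siControl replicate 1 (0.0482, against 0.0482 to 0.398 over fits without 1 library) and without siFLI1 replicate 3 and siControl replicate 1 (0.0255), and the cause was not tested. Stress response genes passed with no low-count filter (0.019), and with fry hypoxia, ribosomal protein and ribosome biogenesis genes did not (0.14, 0.387 and 0.0855). Keeping each row as its own feature was not run, since the table has 1 row for each gene. Depth limits siFLI1 replicate 3 most, with 417145 counts.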

Other observations

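The lists in the first paragraph below, the tests of scaling and of siFLI1 replicate 3 as the source of the excess of rises and of the matrix rise, and the test of background reads, were chosen only after the result was seen.

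Several families of secreted and calcium-binding proteins, picked because members were seen among the called genes, had further members higher in siFLI1, so their tests are not independent evidence. Of 5 measured EGF receptor ligands, EREG, EPGN and AREG were higher, with EREG at 412 ± 64.9 CPM in siFLI1 against 35.5 ± 9.47 CPM in siControl (SD, n = 3), a log2 fold change of 3.53 ± 0.30 (SE; edgeR adjusted p = 1.44e-05). AREG, at 2.69 ± 0.59, lost its call without siFLI1 replicate 1, siFLI1 replicate 3, siControl replicate 1 or siControl replicate 3 (highest adjusted p = 0.173). Of 8 measured S100 genes 6 were higher, and 3 without siFLI1 replicate 1, siFLI1 replicate 2, siControl replicate 2 or siControl replicate 3. Of 11 measured genes of plasminogen activation and pericellular proteolysis 5 were higher, 3 without siFLI1 replicate 2 or siControl replicate 3, and 2 without siControl replicate 2. The urokinase gene PLAU among them rose from 112 ± 11.5 to 623 ± 80.2 CPM, with 2.47 ± 0.26 (adjusted p = 8.9e-05). Of 12 measured chemokines, CXCL1, CXCL6 and CCL5 were higher and CXCL10 lower, and CCL5 lost its call in 4 of the 6 fits without 1 library (all but those without siFLI1 replicate 3 and siControl replicate 1, highest adjusted p = 0.196). Of 7 measured haematopoietic growth factors and IL6-family cytokines, CSF2 and IL6 were higher, with CSF2 at 3.58 ± 0.50 (adjusted p = 0.000933), and IL6 lost its call without siFLI1 replicate 2, siControl replicate 2 or siControl replicate 3 (0.132). Camera with an estimated correlation gave unadjusted p of 0.00431, 0.000847, 0.00928, 0.0379 and 0.00706 for these 5 lists in the order given. The glucocorticoid-induced genes FKBP5 and TSC22D3, named after their values were seen, were at 0.70 ± 0.40 and −1.61 ± 0.62 (edgeR adjusted p = 0.591 and 0.326).

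The 10 splits of the 6 libraries into 3 and 3 are too few for a share below 0.05. The real split called 137 genes and the highest other split 0, so 1 of the 10 gave as many.

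Rises outnumbered falls, at 126 against 11 calls, and the scaling between libraries and the low depth of siFLI1 replicate 3 are argued against as the whole cause of this excess among calls, since at least 85.2% of calls were higher under 3 other scalings and 83.4% (161 higher, 32 lower) without that library and siControl replicate 1. Leaving out siFLI1 replicate 3 alone gave 96.0%, within the 93.3% to 98.8% seen without any 1 library, so that value does not bear on its depth. At an unadjusted p below 0.05 scaling stays open, with 624 higher and 389 lower against 442 and 526 under total counts. Low power for falls in genes with few counts is argued against as the whole cause of the excess among calls too: among genes with a siControl mean of at least 50 CPM, a choice that favours falls, 38 of 49 calls, or 77.6%, were higher (exact 95% interval 63.4 to 88.2, over genes that are not independent). Power stays open as part of the cause, since simulated 4-fold falls were recovered less often (59.2%) than rises (80.9%), and neither the loss of FLI1 itself nor an off-target effect of the siRNA was tested as the source.

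Matrix and mesenchymal genes rose together, and the standing apart of siFLI1 replicate 3 is argued against as the cause, since 13 matrix genes were called higher without it. Fibroblast-like cells in the siFLI1 cultures stay open: DCN and LUM, abundant in fibroblasts, had 13 counts in siFLI1 and 4 in siControl, and their upper limit of 6.06 CPM in siFLI1 was 2.16% of the size of the COL1A1 difference of 281 CPM. A low level of this kind had been set as evidence against such cells, but that assumes a ratio of these transcripts that was not measured here, and the fibroblast and pericyte markers PDGFRB (1.68 ± 0.47, edgeR adjusted p = 0.117) and FAP (2.09 ± 0.77, adjusted p = 0.299) were higher in each siFLI1 library than in each siControl library. Others of that list were lower in siFLI1. THY1 was at −0.30 ± 0.32. PDGFRA had 2, 1 and 0 counts in siFLI1 replicates 1 to 3, against 25, 0 and 1 in siControl. The 4 markers below the low-count filter had 45 raw counts in siFLI1 and 59 in siControl. Those sums are not scaled for depth, and siFLI1 replicate 3 had the lowest count total, so they do not show a fall. The lower values of THY1 and PDGFRA rested on siControl replicate 1, which stood apart, so they do not decide against such cells. It held 48 of those 59 counts, against 7 and 4 in siControl replicates 2 and 3. THY1 was at 484 CPM in it, against 225 and 295 CPM in siControl replicates 2 and 3. Over the fits without 1 library, the log2 fold change of THY1 ran from −0.52 to 0.03. The rise may lie in the A673 cells themselves, as a hypothesis, and neither a direct against an indirect effect nor an off-target effect of the siRNA was tested.

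The library siFLI1 replicate 3 stood apart, with the lowest count total, 417145, and a value of 76.1 on the first principal component. A wrong label is argued against at the called genes: of 126 genes called without this library, it lay nearer to the siFLI1 mean at 110, or 87.3% (exact 95% interval 80.2 to 92.6, over genes that are not independent). The second principal component goes the other way. There this library was at −18.9, among siControl values from −28.6 to −12.9, against 36.4 and 37.4 in siFLI1 replicates 1 and 2. Its 10 most abundant rows held 19.8% of its counts, against 10.8% to 15.6% in the other 5 libraries, and RPL8 alone 6.94%, against 3.11% to 4.41%. Background reads spread over rows that other libraries leave at 0 stay open and may account for part of its deviation: it had 14606 rows with a count, against 11730 to 12309 in the other libraries thinned to its total, and 1108 rows that were 0 in the other 5, against 93 to 158. Where such reads came from and why the count total was low were not tested, and no biological explanation was tested. The library weights of limma-voom set siControl replicate 1 apart instead. Its weight was the lowest, at 0.4948, while siFLI1 replicate 3 had 1.065 and the remaining libraries 0.9595 to 1.434.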
